A study of Mus musculus with 2 samples. Its data were reported in "Lpcat3-dependent production of arachidonoyl phospholipids is a key determinant of triglyceride secretion" (2015).

How the data were processed

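Total liver RNA from male mice carrying homozygous floxed alleles of Lpcat3, without Cre (Flox/Flox) or with the albumin-Cre transgene (L-Lpcat3 KO), was hybridized to Affymetrix Mouse Genome 430 2.0 arrays. Mice were 12 weeks old, ate chow and were fasted for 6 hr before harvest. RNA of 5 mice was pooled per genotype, so each group is 1 array and there are no replicates. The authors deposited 1 signal intensity per probe set and array. Per the submitters' processing notes these are MAS5 signals, a background-corrected summary of the probe pairs of a probe set on a linear scale; the software version is not given in the sources used here. The methods name GeneSpring GX for the analysis. The mean of each array without the lowest and highest 2% of its signals was 500.0, so both arrays had been scaled to 1 common level before deposit. Signals ran from 0.113 to 60906 in Flox/Flox and from 0.0984 to 55070 in L-Lpcat3 KO. Detection calls were not used here.

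The table holds 45101 probe sets, of which 64 are controls. Through the platform annotation, with symbols updated by gene ID to the RefSeq annotation of GRCm38.p6 where possible, 34945 of the others had 1 gene symbol. A further 932 listed several genes and 9160 were unnamed here; both were kept out of gene values. The files name no genome build, so no coordinates are given. Log2 was taken with no further scaling. Signals below the median of all probe sets over both arrays (76.4) were raised to that floor. A gene was measured if at least 1 array lay above the floor, and its value was that of its brightest probe set. This left 12061 of 18193 genes measured, 10821 of them above the floor on both arrays. Where 1 array lay at the floor, the ratio is a lower bound for this floor only and is written as "at least N-fold". With a higher floor the bound is smaller. As a gauge of background, 54 probe sets of 30 genes of other tissues, such as retina and testis, had a median signal of 18.0, and 18.5% of their signals exceeded the floor.

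The comparison is log2 of L-Lpcat3 KO minus log2 of Flox/Flox. With 1 pool per genotype no test was run and no p-value or standard error exists; genes were counted at sizes of 2-fold and 1.5-fold, which measure the difference between these pools and not its variation among mice. For 38 gene lists, the median log2 ratio was ranked among 10000 random lists of as many measured genes, matched on mean log2 signal in 20 bins with list members left out. A list outside the central 95% of random lists is said to stand apart, which describes these arrays only. Genes of a list may vary together and some lists share genes, so how many lists would do so by chance is not known. The sizes, the lists, the floor and the rule for naming genes were fixed before the data were examined. That rule takes Lpcat3, the 10 highest and 10 lowest ratios among genes above the floor on both arrays, up to 5 each way among those at the floor on 1 array, from each list up to 4 members at least 1.5-fold apart with the 2 brightest, and the genes named by the study. Predicted genes were passed over in favour of the next named gene.

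The scripts were tested on simulated data for L-Lpcat3 KO against Flox/Flox. The simulation held 11992 measured genes. Of its planted changes of 1.5 and 2.5 on the log2 scale, 98% and 100% were called at least 2-fold in the right direction. These rates were not split by signal, so they do not show how well changes of dim genes are recovered. The noise was simulated by drawing from the sizes of the ratios on the real arrays, with random signs, so the 123 of 11792 genes without a planted change that were also called at least 2-fold come close to the 129 of the real arrays by construction. The simulation therefore tests the scripts, and the 2-fold count cannot be set apart from noise with it. Over 11989 measured genes, 4% of unchanged random lists of 20 independent genes stood apart, as did 96% of lists raised by 0.2. Alternatives to the scaling (median centring, quantile normalization, loess), the floor (25th or 75th percentile, 90th percentile of genes of other tissues, none, or a pseudocount in its place), the gene summary (mean of probe sets, or without probe sets ending in _s_at or _x_at) and the list statistic (no matching, mean) were run. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The matched arrays of mice on western diet were not analysed here.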

Results

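Hepatic gene expression was measured on 2 arrays, 1 for a pool of 5 Flox/Flox livers and 1 for a pool of 5 L-Lpcat3 KO livers. Lpcat3 encodes a lysophospholipid acyltransferase that places polyunsaturated chains into phosphatidylcholine, and the comparison asks how hepatic transcripts differ when hepatocytes lack it. Across the 10821 genes above the floor in both pools, log2 signals correlated with r = 0.989 (across genes, which are not independent replicates), and 94.4% of the genes lay within 1.5-fold. There are no replicates, so every ratio below is a single value with no measure of variation among mice.

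The Lpcat3 signal was 3310 in Flox/Flox and 1305 in L-Lpcat3 KO, 2.54-fold lower (log2 ratio -1.34). This difference was larger in size than that of 99.6% of the 500 measured genes nearest to it in signal. Lpcat3 has 1 probe set here. The loxP sites flank exon 3, and probe sets of this array design mostly target transcript ends, so the signal probably reads RNA outside the deleted part and is a weak check of the deletion. Among the related acyltransferases, Lpcat2 was near the floor in both pools (92.3 and 90.4), and Lpcat4 was below it (10.05 and 12.6). Lpcat1 was 242 in Flox/Flox and 122 in L-Lpcat3 KO by its brightest probe set, while its other probe set had a log2 ratio of 0.44, in the opposite direction. The list of lysophospholipid acyltransferases other than Lpcat3 had 13 measured genes, among them the glycerol-3-phosphate acyltransferases Gpat3 and Gpat4. Of these 13, 12 lay within 1.5-fold, including the bright members Agpat2 (log2 ratio -0.06) and Lpgat1 (0.00). The median of this list was -0.03, at percentile 30.9 of matched random lists.

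At the 2-fold size, 67 genes were higher and 62 lower in L-Lpcat3 KO, 1.07% of the genes measured; 37 and 42 of them were above the floor in both pools. At 1.5-fold, 483 were higher and 379 lower. Among genes above the floor in both pools, Cyp4a14, a fatty acid omega-hydroxylase, had the highest ratio, with a signal of 3507 in Flox/Flox and 15684 in L-Lpcat3 KO (4.47-fold). Fen1, Dntt, Maz, C2cd4b, Ces5a, Adam15, Aqp4, Pla2r1 and Zap70 followed, between 3.24-fold (Fen1) and 2.53-fold (Zap70), all with Flox/Flox signals between 83.1 (Adam15) and 666 (Zap70). Fen1, Ces5a, Adam15 and Zap70 each had another measured probe set with a ratio in the opposite direction. The lowest ratio of these genes was that of Cxcl9, an interferon-induced T cell chemokine, 2471 in Flox/Flox and 436 in L-Lpcat3 KO (5.67-fold lower). Lcn2, which encodes the iron-siderophore binder lipocalin-2, was 4.29-fold lower (4028 against 938), followed by Prtn3, Saa3, Gbp2, Gbp6, Ano10, Nucb2, Zdhhc12 and Gmeb2, between 3.34-fold (Prtn3) and 2.77-fold (Gmeb2) lower. At the floor in Flox/Flox were Upk2 (at least 4.05-fold higher), Tmc8, Fgf21, Atoh8 and Fank1 (at least 2.86-fold). At the floor in L-Lpcat3 KO were Lce1h (at least 3.78-fold lower), H2bc22, Txlnb, the clock repressor Nr1d1 (at least 2.71-fold lower) and Calhm6 (at least 2.52-fold lower).

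Most of the genes 2-fold apart were dim. With the floor at the 75th percentile of signals (386), 9 genes were higher and 11 lower by 2-fold. With neither a floor nor a filter for measured genes, the counts were 1627 and 1481. Of all genes 2-fold apart, 51.9% were higher as deposited and 36.7% after loess; at 1.5-fold the shares were 56.0% and 43.3%. Of 35 genes 2-fold apart with several measured probe sets, 15 had a probe set in the opposite direction. Among genes with 2 probe sets above the floor in both pools, where the brightest was at least 1.5-fold apart, the next brightest had the same direction in 22 of 26 genes when it was above a signal of 386 (84.6%, exact 95% binomial interval 65.1 to 95.6) and in 66 of 118 when it was below (55.9%, 46.5 to 65.1). These intervals cover probe sets of single arrays and not mice. At the top of the range, the SD of log2 ratios was 0.046 across the 20 genes with a mean signal over 40000, a limit chosen after seeing the data. Whether such bright signals level off or these genes differ little was not tested. A ratio near 0 at such signals therefore does not by itself show that RNA levels were alike.

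**Figure D1:**
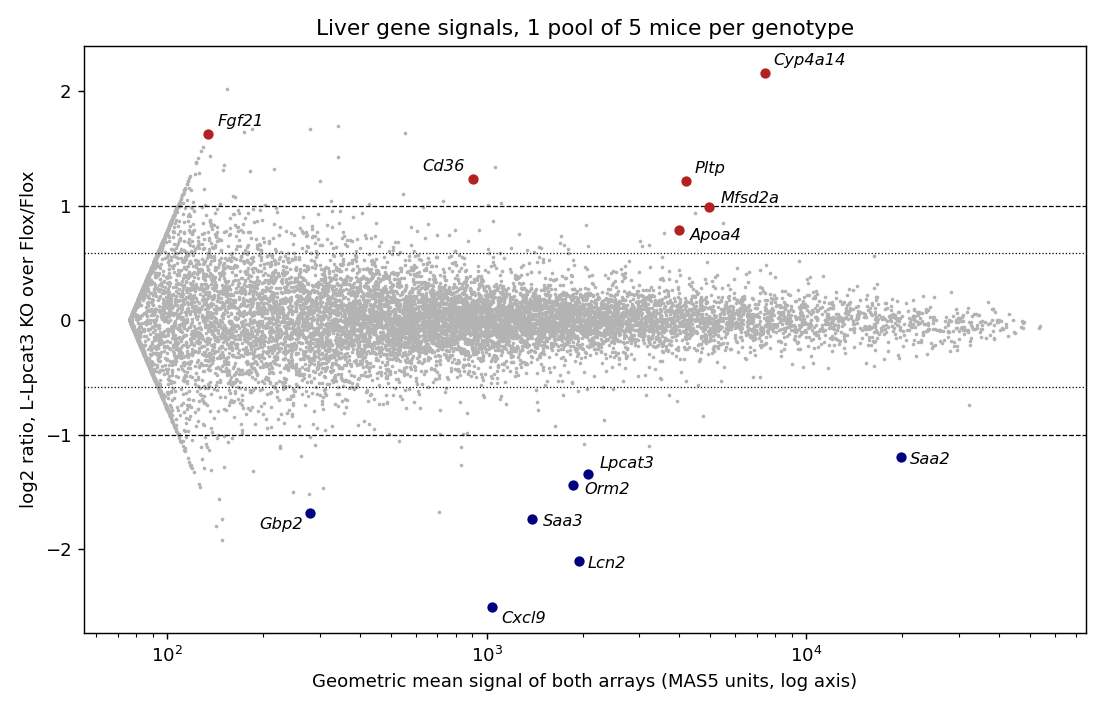
Log2 ratio of L-Lpcat3 KO over Flox/Flox (y axis) against the geometric mean signal of both pools (x axis, MAS5 units, log scale) for 12061 measured genes, 1 grey point each; dashed lines mark 2-fold, dotted lines 1.5-fold, and the wedge at the left holds genes with 1 pool at the floor. Cyp4a14 (log2 ratio 2.16), Cd36 (1.23) and Pltp (1.22) lie above the cloud of genes of like signal, and Cxcl9 (-2.5), Lcn2 (-2.10) and Saa3 (-1.73) below it.

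Targets of PPARα, the nuclear receptor that drives hepatic fatty acid oxidation, stood apart on the high side. Of 35 measured targets, 33 had a ratio above 0, 10 were at least 1.5-fold higher and none was 1.5-fold lower. Besides Cyp4a14, these included the fatty acid transporter Cd36 (589 against 1387, 2.35-fold, with log2 ratios of 1.23 to 1.29 over 3 probe sets), the hormone Fgf21 (at least 3.09-fold) and the lipid droplet protein Cidec (at least 2.15-fold). The brightest targets differed little: the fatty acid binding protein Fabp1 had a log2 ratio of -0.07 and the peroxisomal thiolase Acaa1b of 0.10, both near the top of the signal range. The list median was 0.25, above all 10000 random lists (100th percentile). The study drew attention to PPARα targets on these same arrays, so the list is not independent evidence of its direction. Without the 3 members on the list of genes named by the study (Cd36, Pdk4 and Fabp1), the median of the other 32 was 0.25 as well. This could not have lowered the median, since Cd36 lay above it and Pdk4 (0.15) and Fabp1 below it, so it tests nothing. Cyp4a14 has close paralogs whose RNA the same probe set may capture.

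The list of genes named by the study overlapped this group. It takes genes that the study's text names for these or the matched western-diet livers, and the targets of its real-time PCR primers. Beside Cd36, the phospholipid transfer protein Pltp was 2.33-fold higher (2755 against 6409), with a log2 ratio of 0.69 in its other probe set. Mfsd2a, a carrier of lysophosphatidylcholine with polyunsaturated chains, was 1.99-fold higher (3531 against 7013). Fabp2 was 1.80-fold higher and Txnip, a thioredoxin-binding regulator of glucose uptake, 1.77-fold higher. Below 1.5-fold lay Acsl5 (log2 ratio 0.22), Pdk4 (0.15), Slc27a1 (0.06), Acsl3 (-0.33), Ccl6 (-0.45) and the macrophage gene Cd68 (-0.39). These are primer targets, and the study's text states no change of them on chow diet. Of 20 measured genes of this list, 6 were at least 1.5-fold higher and 1 (Lpcat1) lower; Mogat2 was below the floor in both pools (42.1 and 46.4). The list median of 0.13 lay at percentile 99.8 (97.4 without matching on signal). Because the study named some of these genes from these arrays, this is no independent evidence.

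Genes of lipid synthesis were slightly higher as groups, with small differences for single genes. Of 20 measured genes of cholesterol synthesis, 18 had ratios above 0, and the list median of 0.18 lay above all random lists (100th percentile). Lanosterol synthase, Lss, was 1.53-fold higher by its brightest probe set (1078 against 1650) and was the 1 member past 1.5-fold, while its other probe sets had log2 ratios of 0.53 and, at a dim signal, -0.23. The bright members Ebp (-0.01) and Sc5d (0.10) differed little. None of 25 lipogenic genes reached 1.5-fold in either direction. Of these, 16 had ratios above 0 and 9 below, with a median of 0.11 (percentile 99.95). Elovl5 (0.56) and Fads2 (0.44) were highest, while Fasn (-0.16) and Acaca (-0.12) were below 0. The desaturase Scd1, near the top of the signal range, had a log2 ratio of -0.02 and Thrsp of 0.16. Genes of phosphatidylcholine, phosphatidylethanolamine and phosphatidylserine synthesis had a median of 0.12 (percentile 99.7), again with all 15 within 1.5-fold and 10 of them above 0. The phosphatidate phosphatases Lpin1 and Lpin2 had log2 ratios of 0.12 and 0.15. Lipogenesis and phospholipid synthesis no longer stood apart against random lists not matched on signal (percentiles 97.1 and 94.2), nor did phospholipid synthesis by its list mean (0.071) or by the mean over probe sets (0.074).

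Apolipoproteins and genes of VLDL assembly did not stand apart as a group, with 21 of 22 within 1.5-fold and a median of 0.00 (percentile 71.7). Apoa4 was the exception, 1.73-fold higher (3031 against 5241), and its 2 probe sets gave log2 ratios of 0.79 and 0.80. Apob had a log2 ratio of 0.32 and Mttp, which loads apoB with lipid, of 0.19, although the other probe set of each showed 0.00 and 0.03. Apoa1 (-0.05), Apoa2 (0.05), Apoe (-0.08), Dgat1 (0.11) and Dgat2 (0.03) differed little, the first 3 of them near the top of the signal range. The mean of this list stood apart where its median did not (0.065, percentile 99.2). Targets of LXR, the sterol receptor that controls Lpcat3 itself, also lay within the random range: 2 of 15 were at least 1.5-fold higher (Pltp and, at least 2.78-fold, the peroxisomal transporter Abcd2, whose other probe set above the floor had a log2 ratio of 0.14), Cyp7a1 had a log2 ratio of -0.42, and the median was 0.07 (percentile 91.5), while the mean of 0.21, raised most by these 2 genes, stood apart (percentile 99.5).

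ER stress genes were on balance lower in L-Lpcat3 KO. Of 30 measured genes, 22 had ratios below 0, and the median was -0.12 (percentile 0.04). Derl3, a factor of ER-associated degradation, was 1.70-fold lower (727 against 427) and the asparagine synthetase Asns 1.60-fold lower. In the opposite direction, Ppp1r15a was 1.61-fold higher (409 against 657) and Atf3 1.54-fold higher, at a signal close to the floor in Flox/Flox (77.7). The chaperones Hspa5 (log2 ratio -0.07) and Calr (-0.12), the brightest members, differed little. By the second brightest probe sets of 18 of these genes, an alternative chosen after seeing the data, the median was -0.069 and no longer stood apart (percentile 8.52).

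Acute-phase and interferon-stimulated genes were lower in L-Lpcat3 KO. Of 23 acute-phase genes, which the liver secretes or induces in inflammation, 20 had ratios below 0 and 7 were at least 1.5-fold lower, led by Lcn2, Saa3 (3.33-fold), Orm2 (2.72-fold) and Saa2 (29910 against 13055, 2.29-fold); the median was -0.26, below all random lists. The constitutively bright Fgb (-0.14) and Hamp (-0.07) differed less, at signals near the top of the range. Of 18 interferon-stimulated genes, 7 were at least 1.5-fold lower and none higher by that size, with a median of -0.38, below all random lists. Beside Cxcl9 these included the GTPases Gbp2 (3.21-fold) and Igtp (3158 against 1725, 1.83-fold) and the deubiquitinase Usp18 (1.71-fold), while Iigp1, the brightest, had a log2 ratio of -0.31. Saa, Orm and Gbp genes are families of close paralogs, so signals of single members are uncertain. Second brightest probe sets were measured for 5 interferon-stimulated genes, and their median of -0.12 did not stand apart (percentile 17.8), although those of Cxcl9 (-1.92) and Gbp2 (-2.68) were far lower. The inflammation list was mixed. Of its 18 measured genes, 12 had ratios below 0, 4 were at least 1.5-fold lower and 2 higher by that size. The lower ones were Cxcl9, Cxcl10 (1.93-fold), Icam1 (1.88-fold) and Cxcl1 (1145 against 653, 1.75-fold). The higher ones, Il1b (77.4 against 149, 1.92-fold) and Nlrp3 (89.5 against 135, 1.51-fold), lay near the floor in Flox/Flox. Nfkbia (0.10) and Ccl9 (-0.08) differed little. The list median of -0.10 lay at percentile 6.93 of random lists, although the mean of -0.25 stood apart (percentile 0.10).

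Markers of liver cell types were compared alongside. Hepatocyte markers had a median of -0.02 (percentile 54.7), with Serpina1b and Cyp3a11 both at -0.02. Most of them lie near the top of the signal range, and whether small differences would be seen there was not tested. Kupffer cell and macrophage markers were lower together: 18 of 19 had ratios below 0, none reached 1.5-fold, and the median was -0.26, below all random lists, with Csf1r at -0.08 and Slc40a1 at 0.08. Endothelial markers had a median of 0.18 (percentile 99.5), with Clec4g at 0.23 and Fcgr2b at 0.22, but their mean of 0.085 (percentile 85.0) and the median of 3 second brightest probe sets (0.11, percentile 75.7) did not stand apart. Markers of stellate cells (median 0.03, percentile 65.8), bile duct cells (0.19, percentile 85.0), lymphocytes (-0.05, percentile 29.0) and neutrophils (-0.14, percentile 4.45) lay within the random range, as did reference genes (0.01, percentile 70.4). The neutrophil list of 8 genes, which shares Lcn2 with the acute-phase list, stood apart on the low side in 3 of 11 alternatives: after loess (-0.63), with the floor at the 25th percentile (-0.46) and by its mean (-0.34). Its members Csf3r, Ngp, S100a9, Elane, S100a8 and Mmp9 had 1 pool at the floor, which limits the size of their ratios. S100a9, 82.0 in Flox/Flox and 13.7 in L-Lpcat3 KO, thus entered as -0.10, and in the opposite direction Csf3r (29.7 and 120) as 0.65. The median of this list therefore depends on the floor.

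**Figure D2:**
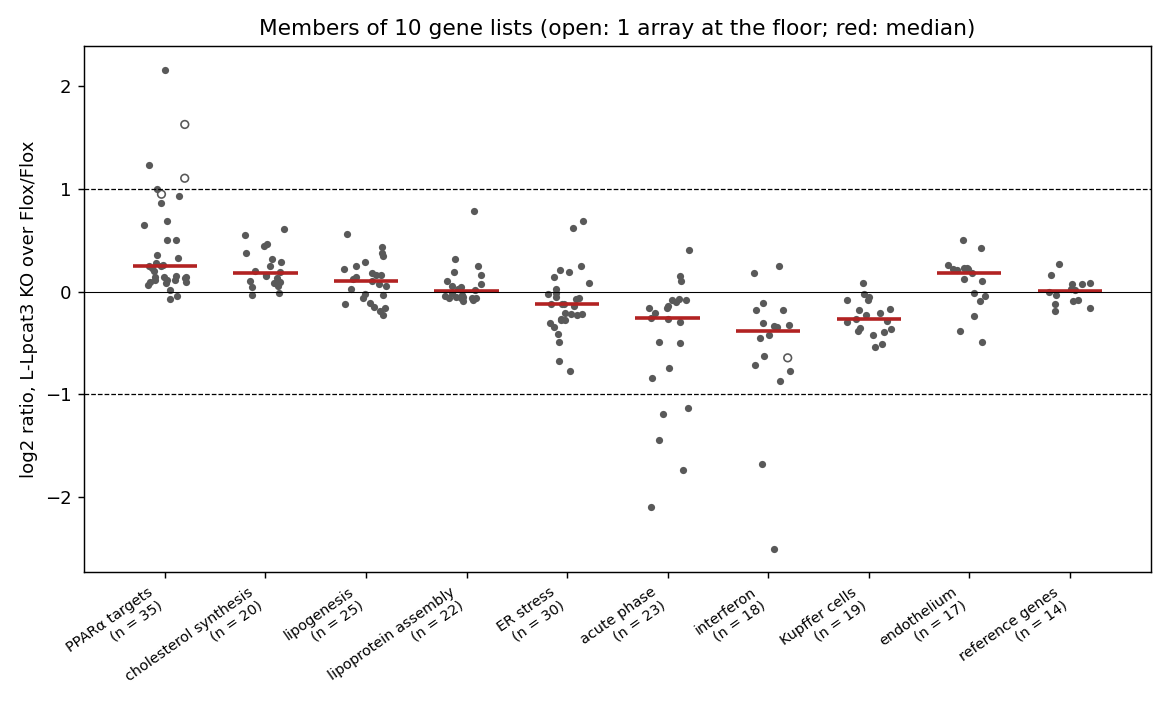
Log2 ratios of L-Lpcat3 KO over Flox/Flox (y axis) for the measured members of 10 gene lists (x axis), 1 point per gene; open points have 1 pool at the floor, red bars are medians and dashed lines mark 2-fold. PPARα targets have a median of 0.25, acute-phase genes of -0.26 and interferon-stimulated genes of -0.38, against 0.01 for reference genes.

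Controls for RNA integrity were close on both arrays. The ratio of 3' to 5' control signal was 0.866 and 0.851 for Gapdh and 2.34 and 2.32 for Actb, in Flox/Flox and L-Lpcat3 KO, respectively. Over all 38 lists, 14 stood apart, 9 on the high and 5 on the low side; they include the list of genes named by the study, and some lists share members.

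**Figure D3:**
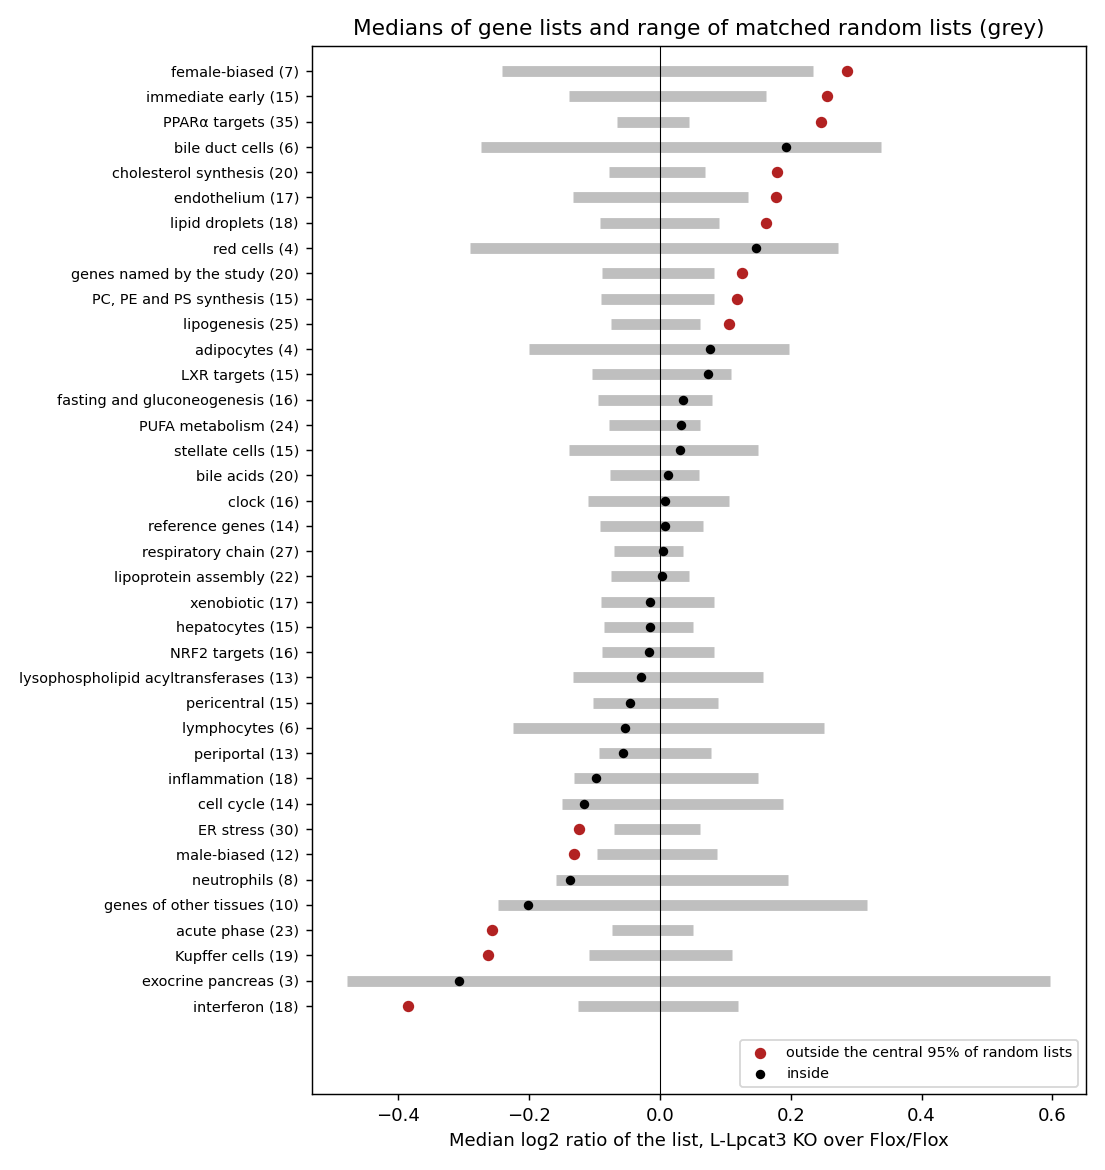
Median log2 ratio of L-Lpcat3 KO over Flox/Flox (x axis) for each of 38 gene lists (y axis, number of measured genes in parentheses); grey bars span the central 95% of 10000 random lists matched on signal, and red points lie outside it. The 14 red medians run from -0.38 for interferon-stimulated genes to 0.29 for female-biased genes.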

Values the study reported

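By real-time PCR, the study reported that Lpcat3 mRNA was lower by more than 90% in primary hepatocytes of L-Lpcat3 KO mice. It put the reduction of the arachidonoyl species 16:0, 20:4 and 18:0, 20:4 phosphatidylcholine in whole liver at about 70% on chow diet. For its arrays it pooled RNA from 5 mice per genotype.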

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

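Probe sets without a single gene symbol took no part in the comparison of genes. Among the 2699 of them above the floor in both pools, 15 were at least 2-fold higher and 14 at least 2-fold lower in L-Lpcat3 KO, a signal in data outside the main measurement. The brightest of the lower ones, which lists more than 1 gene and is therefore not named, was 1879 in Flox/Flox and 816 in L-Lpcat3 KO (2.30-fold lower), and the lowest ratio among those above a signal of 386 in at least 1 pool was 3.53-fold lower (1451 against 411).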

How the results depend on the processing

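Alternatives using second brightest probe sets, the PPARα list without the genes named by the study, 2 lists without PPARα targets, and loess with random lists not matched on signal were chosen after seeing the data; all others were planned. Counts depended mostly on the floor, which sets both how many dim genes enter and how far low signals are raised. With the floor at the 75th percentile, for example, Maz moved from 1.67 to 0.37 and Gbp2 from -1.68 to -0.37. Ratios with 1 pool at the floor moved with it. With the floor from genes of other tissues, Upk2 fell from 2.02 to 1.45 and Fgf21 from 1.63 to 1.06. With the floor at the 25th percentile they rose to 3.11 and 2.15. At 2-fold, 720 genes were higher and 581 lower with the floor at the 25th percentile. The counts were 9 and 11 at the 75th and 28 and 28 at the level of genes of other tissues. They were 1627 and 1481 with neither a floor nor a filter for measured genes. Loess gave 40 higher and a pseudocount 39 lower. At 1.5-fold the same 4 floors gave 1768 and 1381, 57 and 59, 246 and 224, and 2721 and 2356. The Lpcat3 log2 ratio stayed between -1.35 and -1.29. Lpcat3 has 1 probe set with signals above every floor used, so the other floors and the gene summaries could not move it. In all alternatives run, PPARα targets, cholesterol synthesis, acute-phase genes and Kupffer cell markers stood apart. Without signal matching lipogenesis (0.11, percentile 97.1) and the genes named by the study (0.13, percentile 97.4) did not, nor did phospholipid synthesis without matching (0.12), by the mean of probe sets (0.074), by the list mean (0.071) or by second probe sets (0.15), ER stress by second probe sets (-0.069, percentile 8.52) and interferon genes by the 5 second probe sets (-0.12). By their mean in place of their median, LXR targets (0.21), lipoprotein assembly (0.065) and inflammation (-0.25) stood apart, and inflammation also did with the floor at the 75th percentile (-0.39) and without a floor (-0.16). The cause of these differences between list statistics was not tested. Without probe sets ending in _s_at or _x_at, another probe set took over for some genes. Among named genes at least 1.5-fold apart, the direction then reversed for Fen1 (-0.40), Adam15 (-0.14), Lpcat1 (0.44) and Cyp2b10 (-0.55). Smaller ratios could also change sign, as for Mt1 (-0.08 to 0.39). Of 1495 values of named genes, 1351 moved by less than the spread between probe sets of a gene (0.21). This count includes bright genes with 1 probe set, whose values several alternatives could not move. No paired analysis was possible because each genotype is 1 pool, and no array could be left out. Dim genes limit all counts, since the SD of log2 ratios was 0.39 for genes with a mean signal below 386 and 0.22 above.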

Other observations

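Second brightest probe sets and lists without PPARα targets were added after the data were seen, with the test second probe sets give for PPARα targets written down before its value was known; the tests of signal-dependent scaling, of a longer fast, of macrophage content and of a single deviating mouse were chosen after results had been seen. A test of noise near background, for the genes at least 1.5-fold apart, was also run then and left out here to keep to 3 patterns; the shares it gave are in the report. Several gene groups not described above also differed between the pools. Lipid droplet genes had a median log2 ratio of 0.16 (percentile 99.97), with Cidec and the acyltransferase Mogat1 (at least 1.93-fold higher) at the floor in Flox/Flox, and Hsd17b11 (0.20) and Plin2 (0.09) as the brightest; the list did not stand apart by the mean of probe sets (0.09) or by 6 second probe sets (0.01), but did without the members it shares with the PPARα list (0.16). Immediate early genes had a median of 0.25 (percentile 99.9): the phosphatase Dusp1 was 1.70-fold higher (2746 against 4658) and Myc 1.65-fold higher, but Fos was 1.53-fold lower, and Gadd45g had a log2 ratio of -0.11. This list kept its place outside the random range in 9 of 13 alternatives and lost it with the floor from genes of other tissues (0.08, percentile 87.7), by the mean of probe sets (0.15), by the list mean (0.18) and by 4 second probe sets (0.34). Genes known to be higher in male mouse liver had a median of -0.13 (percentile 0.50; Cyp7b1 -0.26, Cyp2d9 -0.20), and 7 known to be higher in female liver one of 0.29 (percentile 99.2; Cyp17a1 2.03-fold and Acot3 1.82-fold higher, Cyp3a44 1.56-fold lower), with 3 of the 7 below 0. Acot3 is also in the PPARα list, and without it the median of the other 6 was 0.06 and did not stand apart. These calls held in 9 of 13 alternatives for the male-biased and 8 of 13 for the female-biased list: the female-biased list fell back within the random range after loess (0.01), and both sex-biased lists did so without probe sets ending in _s_at or _x_at (0.06 and -0.08).

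The other groups lay within the random range by their medians. Among CAR, PXR and AhR targets, Cyp2b10 was 2.47-fold higher by its brightest probe set (with 1 of its other probe sets at -0.55), Abcb1a 1.82-fold and Gstt3 1.57-fold higher, yet the median was -0.02 (percentile 42.9), while the mean of 0.14 stood apart (percentile 98.3). NRF2 targets had a median of -0.02 (percentile 41.3), although Nqo1 was 1.73-fold higher. Clock genes (0.01, percentile 58.7) held the opposite pair Cry1 (1.67-fold higher) and Nr1d1 (at least 2.71-fold lower). Cell cycle genes had a median of -0.12 (percentile 5.85; Mcm2 1.76-fold and Ccne2 1.61-fold lower, Ccna2 at least 1.79-fold higher) and stood apart with a pseudocount (-0.18). Bile acid genes (0.01, percentile 74.7), polyunsaturated fatty acid metabolism (0.03, percentile 88.6), fasting and gluconeogenic genes (0.03, percentile 84.8), the respiratory chain (0.01, percentile 78.8), pericentral (-0.05, percentile 23.0) and periportal genes (-0.06, percentile 16.4) had medians inside it, as had the few measured markers of red cells (0.15, percentile 86.7), adipocytes (0.08, percentile 78.1), exocrine pancreas (-0.31, percentile 5.89) and other tissues (-0.20, percentile 4.99). Of these, adipocyte and pancreas markers stood apart in 1 of 11 alternatives each and other tissues in 2 of 12.

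The higher PPARα targets were set against technical explanations. Chance in single probe sets is argued against by the second brightest probe sets of 16 of these genes, whose median of 0.22 lay at percentile 99.99. Signal-dependent scaling between the arrays is argued against because loess moved the median only from 0.25 to 0.26, at the 100th percentile of random lists not matched on signal. A longer effective fast of the L-Lpcat3 KO pool, which would lower lipogenic genes, cannot be told apart. The medians of the lipogenic list (0.11, percentile 99.95) and of cholesterol synthesis (0.18, 100th percentile), which a fast also lowers, were higher and not lower. The list of fasting and gluconeogenic genes lay within the random range (median 0.03, percentile 84.8). However, 9 of 25 lipogenic genes lay below 0, among them Fasn (-0.16), Acaca (-0.12), Acly (-0.04) and Elovl6 (-0.19). The other 16 lay above 0, with Elovl5 (0.56) and Fads2 (0.44) highest. The lipogenic list was thus mixed, and the genotype itself may raise the lipogenic or cholesterol list. Variation among mice and an effect of the Cre transgene itself also remain open for the list, since each genotype is 1 pool and Cre marks 1 of them. The study reports that real-time PCR bore out its array results for a number of genes. Its text does not say which genes these were, although its primer list includes the PPARα targets Cd36, Pdk4 and Fabp1. The real-time PCR values are given in a figure that was not read here, and values of single mice were not at hand.

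The lower acute-phase and interferon genes came from 41 measured genes, 36 of them below 0; Lcn2, Cxcl9 and Fgb also stand in the neutrophil, inflammation and hepatocyte lists. Signal-dependent scaling is argued against, since the medians were -0.24 and -0.40 after loess, with percentiles no higher than 0.03 among random lists not matched on signal. Fewer macrophages in the L-Lpcat3 KO pool cannot be told apart from other causes: the median of the 41 members was -0.32, against -0.26 for 19 macrophage markers that ranged from -0.54 to 0.08; 14 members lay below the lowest marker, which a loss of macrophage RNA alone would not give, but these data do not show how far macrophages act on genes of other cells. A single inflamed mouse in the Flox/Flox pool cannot be told apart from an effect of genotype, since pooling hides single mice. For Cxcl9 that mouse would need 24.3 times the level of the other 4, if those 4 were at the level of the L-Lpcat3 KO pool.

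Before the data were examined, it was asked whether RNA of the albumin-Cre transgene adds to the signal of the Cre control probe sets, which detect a spiked-in transcript of phage P1. Their median log2 ratio was -0.13, against -0.06 for 14 bioB, bioC and bioD control probe sets, which ranged from -0.64 to 0.09. The median was thus no higher than that of the other spikes, but the spiked transcript itself gave signals of 27910 to 45562, so a small addition to it would not be seen and the test leaves the question open.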
